A study of Mus musculus with 9 samples. Its data were reported in "The molecular basis of lamin-specific chromatin interactions" (2025).

How the data were processed

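The study compared 3 lines of mouse embryonic fibroblasts, 1 per genotype, supplied by other laboratories. Per the labels, the lines were wild type (WT), a knockout of lamin A and C (LmnaKO), and a double knockout of lamin B1 and B2 (LBDKO). Per the paper, total RNA was converted to stranded libraries with a low-input kit and sequenced paired-end on a NextSeq 550, with library groups spread over 3 flow cells. The authors ran the nf-core pipeline, which trimmed reads with cutadapt, removed ribosomal RNA reads with SortMeRNA, aligned to mm10 with STAR and quantified protein-coding transcripts of a GENCODE annotation with Salmon.

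The deposited gene table holds estimated counts, also called expected counts, which the authors obtained from Salmon and summed per gene, without further normalization. The deposited TPM tables hold values that the authors scaled for transcript length and to a total of 1e+06 per library. The transcript tables of estimated counts and TPM served only for the transcripts of the lamin genes. The gene tables held 21544 genes. Besides the 9 libraries, 1 further WT column in every table matched no sample of the series and was not used here. Because the annotation holds protein-coding nuclear genes, the list of mitochondrially encoded genes had no member to test, and non-coding genes were not analysed here. Between 4.97% and 7.74% of a library's values were not whole numbers, and all were rounded first.

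The groups were WT replicates 2, 3 and 4, LmnaKO replicates 1, 2 and 3, and LBDKO replicates 1, 2 and 3. Flow cell batches came from the paper's methods: batch 1 held LmnaKO replicate 3 and WT replicate 3, batch 3 held WT replicate 4 alone, and batch 2 held the other 6 libraries. WT replicate 4 therefore carries no weight in a contrast with a batch term. LBDKO against WT rests on WT replicate 2 within batch 2 and on WT replicate 3 linked through LmnaKO. The libraries held 4290411 to 15917020 counts, so that 1 CPM stood for 4.29 to 15.9 counts. The 10 most abundant genes took 4.28% to 5.55% of the counts of a library.

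Genes with a total over 15 counts were kept, the filter of the study, which left 14486 of 21544. Counts were scaled by TMM and fitted with group and batch in edgeR 4.0.16 under R 4.3.3. Each of the 3 pairs of lines was compared with the quasi-likelihood F-test, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method at 0.05. The common biological coefficient of variation was 0.0934, with 4 residual and a median of 7.38 prior degrees of freedom. The thresholds of the study, an adjusted p under 0.05, or under 0.01 in the legend of its volcano plot, and a log2 change past 3 in size, were applied as well. Group means and SDs are of CPM scaled by TMM, over 3 libraries. A gene with 0 counts in a group was given a bound from a floor of 3 counts, and a gene with 1 to 3 counts a ratio with an exact 95% interval of counting error.

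In total 47 gene lists were written from general knowledge before the data were examined, of which 43 had at least 5 tested members and were tested per contrast with camera at a preset correlation of 0.01. The lists of lamins, of Y-linked and X-inactivation genes, and of haematopoietic markers had fewer tested members. A volcano plot of the study with gene labels had been seen in the paper before the lists were fixed, and a list on axon guidance was dropped for that reason. Estimated correlations and fry, both from limma 3.58.1, were used as alternatives. Adjusted p-values within each list alone were computed as well. Some symbols name more than 1 gene, 12 among those tested, so glycolysis counts 23 genes.

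Chromosomes were tested in the same way, with coordinates from a GENCODE annotation of the same build, in which 21502 of 21544 identifiers were found. Named genes followed a rule set in advance. It took, for each contrast, the 10 largest and 10 smallest log2 changes among called genes with a mean of at least 5 CPM, no overlap between the groups, and a named symbol. It added the lamins, up to 4 called members per pathway list with its most abundant member, and up to 3 members of each check or marker list. The text names a part of these.

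Alternatives were RLE size factors, DESeq2 1.42.0, limma-trend on log2 TPM with 1 or 0.1 added, other filters, no batch term, the replicate number as a block, batch 2 alone, only the libraries compared, and leaving out each library. The overlap of the calls of both knockout lines was compared with 20 simulations of unchanged lines measured against the same WT libraries. All other splits of each pair of groups were fitted without a batch term. Intervals of medians came from 10000 bootstrap draws of genes, and neighbouring Hox genes were compared with 10000 shuffles of positions.

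The fitting was tested on simulated data with 200 changed genes, 5 simulations per contrast. Far fewer genes changed there than were called in the real contrasts, and no batch effect was simulated. The shares below therefore need not hold for the real calls. Of the calls at 0.05, 7.5%, 7.71% and 10.7% were unchanged genes for LmnaKO against WT, LBDKO against WT and LBDKO against LmnaKO, above the nominal share. DESeq2 gave 7.24%, 6.75% and 7.85%, and limma 9.66%, 6.92% and 8.57%. A further simulation with dispersion that follows abundance, added after this was seen, gave 4.1%, 4.55% and 5.59% with edgeR. At a 2-fold change edgeR recovered 81.2%, 78.8% and 86.4% of changed genes, and at 4-fold 96.8%, 94.4% and 96%. Camera called a list of 40 genes, part of them raised 1.5-fold and the rest unchanged, in 5 of 5 simulations. Genes were drawn independently, so this does not test the preset correlation for lists whose genes vary together. An unchanged list was called in 0 of 5, and its lowest unadjusted p-values over the 5 camera tests were 0.399, 0.301 and 0.261. The data.table package, version 1.17.8, read the values, and figures were drawn with matplotlib 3.10.9.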

Results

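RNA sequencing read transcript levels in mouse embryonic fibroblasts, connective-tissue cells grown from embryos. The nuclear lamina under study is a meshwork of lamin proteins beneath the inner nuclear membrane that anchors silent chromatin at the nuclear edge. Of 3 lines, WT was wild type, LmnaKO was made to lack lamin A and C, and LBDKO was made to lack lamin B1 and B2, with 3 libraries from each line. Total counts were 14630506, 4290411 and 11542554 in WT replicates 2, 3 and 4. LmnaKO replicates 1, 2 and 3 held 15636002, 15917020 and 5166625 counts, and LBDKO replicates 1, 2 and 3 held 10106499, 9516829 and 13766089. Levels are counts scaled to 1e+06 per library (CPM), and at this depth 1 CPM stood for 4.29 to 15.9 counts in a library. Values below are mean CPM ± SD over n = 3 libraries, and changes are log2 fold changes from edgeR. Every p-value measures only the spread between these libraries, which per the paper are independent replicates, all from 1 line per genotype. Bounds and intervals on folds cover counting error only. The 9 pairs of libraries of the same line correlated across genes at r = 0.975 to 0.991, against 0.883 to 0.929 for the 27 pairs from different lines, although genes are not independent replicates. Within each line replicate 3 stood apart: the chi-square of counts per gene was 3.81 between WT replicates 2 and 4, 3.27 between LmnaKO replicates 1 and 2 and 2.47 between LBDKO replicates 1 and 2, against 9.41 to 21.6 for pairs with replicate 3. For the named genes, all 3 libraries of one line lay above all 3 of the other in the comparison for which each is named. The exceptions were Lmnb1, Lmnb2 and Postn in LmnaKO against WT and Olfr1101 in LBDKO against LmnaKO.

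Cells without lamin A and C were set against wild type to ask which genes change once the A-type lamina is gone. A-type lamins tether chromatin and carry force from the cytoskeleton into the nucleus. Most genes tested for collagen-rich matrix, contractile actin proteins, cholesterol synthesis and body-axis patterning by Hox factors were individually higher in LmnaKO. Most glycolytic enzymes and several proliferation drivers were lower. Few genes of the interferon response were called against WT, in a fit whose spread includes the LBDKO libraries, which varied for these genes.

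Lmna, the targeted gene (ENSMUSG00000028063.15, mm10 chromosome 3, 88480147 to 88509956), fell from 2774 ± 361 CPM in WT to 124 ± 24.4 CPM in LmnaKO. Its log2 change was -4.53 ± 0.076 (SE, adjusted p = 2.18e-11). Per library, WT held 3063, 2370 and 2889 CPM and LmnaKO held 139, 138 and 96.3 CPM. Of its annotated transcripts, ENSMUST00000036252.6 had 0 counts in all 3 LmnaKO libraries and 344 ± 118 TPM, a measure scaled for transcript length, in WT. The transcript of the 574-residue protein, ENSMUST00000120377.7, went from 2192 ± 252 to 102 ± 28.2 TPM, and that of the 665-residue protein, ENSMUST00000029699.12, from 389 ± 13.5 to 26.9 ± 2.87 TPM. The B-type lamins showed no detectable change, with Lmnb1 (ENSMUSG00000024590.8, chromosome 18, 56707813 to 56753424) at 363 ± 38.4 against 311 ± 22.1 CPM (adjusted p = 0.296). Lmnb2 (ENSMUSG00000062075.13, chromosome 10, 80901203 to 80918245) stood at 61.9 ± 14.3 against 58.7 ± 9.17 CPM (adjusted p = 0.787).

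**Figure D1:**
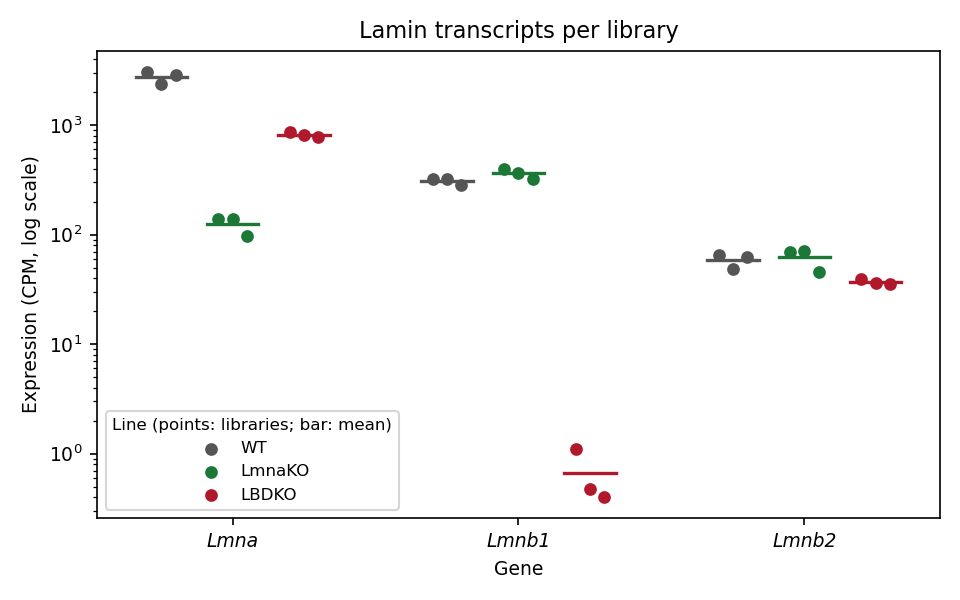
CPM of the 3 lamin genes on a log axis, with 1 point per library and a bar at the mean of each line. Lmna averaged 2774 CPM in WT, 124 in LmnaKO and 813 in LBDKO, and Lmnb1 fell to 0.661 CPM in LBDKO.

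Of 14486 genes tested, 6141 (42.4%) differed between LmnaKO and WT, 3041 higher and 3100 lower. At the fold threshold of the study, a log2 change past 3 in size, 543 were higher and 247 lower, 790 in all, or 427 and 215 at the adjusted p under 0.01 of its volcano plot. For 48.3% of genes the 3 LmnaKO libraries lay entirely above or below the 3 WT libraries, where chance gives 10%. Without WT replicate 2, 3862 genes passed, 3489 of them shared with the full set.

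Among the largest rises against WT was Itga11 (ENSMUSG00000032243.8, chromosome 9, 62677826 to 62783982), the alpha-11 subunit of a fibrillar collagen receptor. It stood at 164 ± 83.9 CPM in LmnaKO against 3 counts over all WT libraries, a ratio of 1300 with a counting interval of 444 to 6300. Gpc3, a heparan sulfate proteoglycan of the cell surface, had 24.4 ± 5.39 CPM and 0 in WT, at least 215-fold higher. Ankrd1, a cardiac ankyrin protein and YAP target, was at least 199-fold higher. The RNA helicase Ddx3y, encoded on the Y chromosome, reached 88 ± 9.92 CPM against 0 in WT and was at least 803-fold higher. Among the deepest falls were Igsf11, an adhesion protein of the immunoglobulin family (0.108 against 127 ± 20.3 CPM, log2 -9.77), and Pdpn, the mucin-like glycoprotein podoplanin (log2 -8.76). Rapgef4, a cyclic AMP-activated exchange factor for Rap, fell by 8.54 on the log2 scale. Kank4, a talin-binding scaffold protein, fell by 7.03.

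Matrix transcripts had the lowest group p at the preset correlation, although Hox genes had a larger median change. Of 42 genes tested for fibrillar collagens and matrix, 32 rose and 4 fell, or 32 and 5 adjusted over the list alone, with a median log2 change of 1.67 (camera adjusted p = 3.1e-22, adjusted p = 0.275 with an estimated correlation). Col1a1, the main chain of type I collagen, climbed from 1911 ± 307 to 7741 ± 2150 CPM (adjusted p = 2.01e-07). The small proteoglycan gene Fmod rose by 7.14 on the log2 scale, but its LmnaKO level of 31 ± 31.9 CPM varied by more than its mean. Lama2, the laminin alpha-2 chain of muscle basement membranes, rose by 7.59 (adjusted p = 2.75e-08). The 22 basement membrane genes as a group gave a camera adjusted p of 0.0699, with 11 higher and 5 lower (12 and 6 adjusted over the list alone). Matrix proteases and inhibitors had 15 of 31 genes higher and 6 lower, in all genes and adjusted over the list alone, at a median of 0.54 (camera adjusted p = 0.0228, adjusted p = 0.275 with an estimated correlation, 0.0773 without WT replicate 3, 0.0872 without LmnaKO replicate 3 and 0.0515 in batch 2 alone). Adam12, a metalloprotease of mesenchymal cells, rose by 5.33, whereas Mmp3 (stromelysin) fell from 214 ± 2.22 to 4.21 ± 2.5 CPM. Pan-fibroblast markers had 8 of 17 genes higher and 4 lower, also adjusted over the list alone, with a median of 0.96 (camera adjusted p = 0.00395, adjusted p = 0.275 with an estimated correlation, 0.0661 without a batch term). Their per-library medians were 0.714, 0.724 and 0.705 in LmnaKO and -0.33, 0.385 and -0.457 in WT, where replicate 3 stood apart. Thy1, a surface glycoprotein of fibroblasts, had 7.9 ± 1.48 CPM against 2 counts in WT, a ratio of 106 with a counting interval of 29 to 878.

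Many contractile genes rose. Within actin cytoskeleton and SRF targets, 22 of 37 genes rose and 4 fell, or 24 and 4 adjusted over the list alone, at a median of 0.58 (camera adjusted p = 3.04e-06, adjusted p = 0.642 with an estimated correlation). Myl9, a regulatory light chain of smooth-muscle myosin, rose by 6.44 on the log2 scale. YAP and TAZ targets did not pass (adjusted p = 0.164): 9 of 24 genes rose and 10 fell, also adjusted over the list alone, with a median of -0.09, a mean of 0.66 and a test direction of up. Among them Ccn2, a secreted matrix protein driven by YAP, rose from 30.5 ± 4.33 to 188 ± 9.64 CPM, and the scaffold gene Amotl2 rose by 2.53. Integrins and focal adhesion did not pass either (13 higher, 13 lower of 37, or 14 and 13 adjusted over the list alone, adjusted p = 0.925). Syne1, the giant nesprin of the outer nuclear membrane, fell from 2115 ± 91 to 432 ± 51.4 CPM (log2 -2.27). The list of inner nuclear membrane and LINC complex genes that holds it had 6 of 24 higher and 4 lower, or 6 and 3 adjusted over the list alone (adjusted p = 0.987).

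Signalling and metabolic genes followed. Wnt signalling had 22 of 43 genes higher and 8 lower, also adjusted over the list alone, with a median of 1.05, or 0.96 with genes at 0 counts held at their bound (camera adjusted p = 0.0114, adjusted p = 0.642 with an estimated correlation). Sfrp2, a secreted Wnt antagonist, rose from 2.43 ± 1.81 to 969 ± 3.27 CPM (adjusted p = 4.84e-08), while the antagonist Dkk2 fell from 648 ± 67.6 to 10.7 ± 4 CPM. Of 30 genes for sterol synthesis and SREBP targets, 19 rose and 1 fell, or 19 and 2 adjusted over the list alone, at a median of 0.54 (camera adjusted p = 0.00306, adjusted p = 0.852 with an estimated correlation). The mevalonate kinase Mvk rose by 1.27, the sterol reductase Dhcr24 by 1.17 and the fatty acid desaturase Scd2 by 0.89. Glycolysis had 16 of 23 genes lower and 5 higher, in all genes and adjusted over the list alone, with a median of -0.71 and a mean of -0.11 (camera adjusted p = 7.07e-06, adjusted p = 0.275 with an estimated correlation). Pkm, the pyruvate kinase, fell from 3729 ± 379 to 1627 ± 250 CPM, whereas Ldhb, the heart-type lactate dehydrogenase subunit, rose by 2.74. Inflammatory cytokines and chemokines had 11 of 31 genes higher and 3 lower, also adjusted over the list alone, at a median of 0.54 (camera adjusted p = 0.0455, adjusted p = 0.481 with an estimated correlation). The chemokine Cxcl12 rose by 2.31 and the monocyte attractant Ccl7 by 4.53. The sterol group missed the threshold without WT replicate 2 (adjusted p = 0.0631), and the inflammatory group missed it without WT replicate 3 (0.108), LmnaKO replicate 3 (0.101), LBDKO replicate 2 (0.0587) or LBDKO replicate 3 (0.0758), in batch 2 alone (0.0995) and without a batch term (0.0992).

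Developmental regulators separated the lines. Of 33 Hox genes, which mark position along the body axis, 20 rose and 5 fell, or 21 and 5 adjusted over the list alone, with a median of 3.08, or 2.19 with genes at 0 counts held at their bound (camera adjusted p = 9.26e-08, adjusted p = 0.362 with an estimated correlation). Hoxc6 and Hoxc8 had 22.6 ± 10.1 and 20.9 ± 11.6 CPM in LmnaKO and 0 counts in WT, at least 183-fold and 162-fold higher. Hoxb6 had 10.3 ± 1.16 CPM against 1 count in WT, a ratio of 286 with a counting interval of 51 to 11300. Hoxd13, a gene of the distal limb, fell slightly from 149 ± 16.7 to 115 ± 10.8 CPM (log2 -0.42, adjusted p = 0.0149), and by only -0.22 without WT replicate 3 (adjusted p = 0.106), -0.23 without LmnaKO replicate 3 (0.0892) and -0.22 in batch 2 alone (0.0994). Mesenchymal transcription factors had 23 of 52 genes higher and 15 lower, or 24 and 16 adjusted over the list alone, with a median of 0.90, or 0.66 at the bounds (camera adjusted p = 0.0117, adjusted p = 0.275 with an estimated correlation). The homeobox gene Irx1 rose by 7.58. Imprinted genes, expressed from 1 parental copy, had 11 of 26 higher and 3 lower, or 11 and 4 adjusted over the list alone, at a median of 1.36 (camera adjusted p = 0.00039, adjusted p = 0.275 with an estimated correlation). Medians of this list were -0.556, -0.656 and 0.031 in WT, with replicate 4 apart, and 0.343, 0.53 and 0.539 in LmnaKO. Dlk1, a Notch-like protein of fetal tissue, stood at 87.9 ± 3.47 CPM against 3 counts, a ratio of 841 with a counting interval of 287 to 4080. The growth factor gene Igf2 rose by 4.93 and Mest by 4.76.

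Other groups gave no call between LmnaKO and WT, each with its higher and lower genes of those tested. Proliferation had 7 and 17 of 43, or 9 and 18 adjusted over the list alone (adjusted p = 0.199). Within it the cyclin gene Ccnd1 fell from 783 ± 51.4 to 191 ± 87.4 CPM, and the chromatin protein gene Hmga2, of the immortalization and senescence list (5 and 4 of 14 by either adjustment, adjusted p = 0.987), fell by 2.50. Interferon-stimulated genes had 4 and 2 of 47, or 2 and 2 adjusted over the list alone (adjusted p = 0.925). Counts were the same by either adjustment for the nuclear pore complex (6 and 10 of 29, adjusted p = 0.727), Polycomb group (3 and 6 of 30, 0.727), p53 targets (5 and 5 of 28, 0.954) and MHC class I presentation (7 and 2 of 17, 0.296). Heterochromatin machinery had 8 and 4 of 36, or 8 and 3 adjusted over the list alone (adjusted p = 0.781), and its member Zfp57, a zinc-finger protein that guards imprints, rose by 2.31. DNA repair had 3 and 14 of 37, or 3 and 15 adjusted over the list alone (0.177). Genes that often escape X inactivation had 1 and 6 of 12 by either adjustment (adjusted p = 0.577), with the translation factor gene Eif2s3x down by a log2 change of -0.77, the histone demethylase gene Kdm6a at -0.74 and the proteoglycan gene Bgn up by 1.81. Markers of adipocytes had 6 and 2 of 11, or 7 and 2 adjusted over the list alone (adjusted p = 0.468). By either adjustment, markers of chondrocytes and osteoblasts had 7 and 4 of 16 (adjusted p = 0.577), skeletal muscle 3 and 2 of 13 (0.987), and endothelium 1 and 2 of 9 (0.781). Those of epithelium and keratinocytes had 3 and 0 of 10 (adjusted p = 0.551), neurons and glia 4 and 4 of 18 (0.781), and pluripotent cells 1 and 2 of 6 (0.727).

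The LBDKO line, made to lack both B-type lamins, was compared with wild type to ask which genes differ once lamin B1 and B2 are targeted. B-type lamins stay bound to the nuclear membrane. Per the paper, their removal changed the nucleosome concentration near the lamina only modestly. Most antiviral and antigen-presentation genes tested were individually higher in LBDKO, with both groups raised less in replicate 3. Most cholesterol-making enzymes and most genes in the group of integrins and focal adhesion were lower, and fibroblast markers moved both ways. Hox genes of the trunk were expressed, and Hoxd13 of the distal limb had no counts.

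Lmnb1, encoding lamin B1, fell from 311 ± 22.1 to 0.661 ± 0.381 CPM in LBDKO (log2 -9.03 ± 0.181, SE, adjusted p = 3.26e-11). Lmnb2 fell only from 58.7 ± 9.17 to 36.9 ± 1.98 CPM (log2 -0.87 ± 0.101, adjusted p = 2.07e-05), and its transcript ENSMUST00000057623.13 kept 24.2 ± 1.57 of 35.4 ± 3.96 TPM, although totals do not show which exons were read. Lmna also fell, from 2774 ± 361 to 813 ± 42.3 CPM (log2 -1.95 ± 0.076, adjusted p = 2.39e-09). Of the 14486 genes, 7425 (51.3%) differed, 3601 higher and 3824 lower, and 794 higher and 416 lower passed the fold threshold, 1210 in all, or 640 and 361 at an adjusted p under 0.01. The lines did not overlap for 60.2% of genes, where chance gives 10%. Without WT replicate 2, the only WT library sequenced together with LBDKO, 4733 genes passed, 4417 of them shared with the full set.

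Several of the largest changes were in regulators of embryonic pattern. Zic1 (ENSMUSG00000032368.14, chromosome 9, 91358058 to 91365810), a zinc-finger factor of the dorsal neural tube and somites, had 132 ± 18.3 CPM against 0 in WT, at least 1280-fold higher. Hoxc8 had 115 ± 6.72 CPM against 0 (at least 1100-fold) and Hoxb9 53.3 ± 5.56 against 0 (at least 510-fold). The homeobox gene En1, which patterns ventral limb ectoderm and trunk dermis, was at least 296-fold higher. Hoxd13 went the other way, with 0 counts in LBDKO against 149 ± 16.7 CPM, at least 1730-fold lower. The forelimb gene Tbx5 fell by 8.98 on the log2 scale (adjusted p = 3.73e-10). Il1rl1, the receptor for interleukin 33, fell from 2294 ± 753 to 1.54 ± 0.574 CPM (adjusted p = 5.44e-12). The protocadherin gene Pcdh10 fell from 300.2 ± 12.7 to 0.255 ± 0.0458 CPM, and Rapgef5, an exchange factor for Rap, had 0 counts and was at least 522-fold lower. Igsf11 had 1 count in LBDKO, a ratio of 4810 with a counting interval of 863 to 190000.

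Most immune genes tested rose. Of 47 interferon-stimulated genes, 41 rose and 1 fell, or 42 and 1 adjusted over the list alone, at a median log2 change of 2.76 (camera adjusted p = 1.1e-05, adjusted p = 0.86 with an estimated correlation). The LBDKO libraries differed in this group, with list medians of 2.06, 1.84 and 0.70 relative to the mean of all libraries, against -0.90, -0.76 and -0.95 in WT. Gbp6, a guanylate-binding protein induced by interferon, rose from 0.639 ± 0.292 to 46.9 ± 21.9 CPM, whereas the antiviral gene Ifit2 fell by 1.52. Gvin1, of a family of large GTPases induced by interferon, had 0 counts in LBDKO against 98.9 ± 41.9 CPM and was at least 1360-fold lower. MHC class I presentation had 15 of 17 genes higher and 0 lower, also adjusted over the list alone, at a median of 2.32 (camera adjusted p = 3.01e-06, adjusted p = 0.605 with an estimated correlation). Medians of this list were 1.277, 1.452 and 0.875 in LBDKO and -0.825, -0.905 and -0.844 in WT. The peptide transporter gene Tap1 rose by 3.25, and H2-Q4 by 4.45, although reads of near-identical H2-Q genes cannot be assigned with certainty. Inflammatory cytokines and chemokines had 22 of 31 genes higher and 2 lower, or 24 and 2 adjusted over the list alone, at a median of 3.11 (camera adjusted p = 6.01e-07, adjusted p = 0.122 with an estimated correlation). Cxcl12 rose from 100 ± 32.1 to 704 ± 77.2 CPM. Icam1, an adhesion molecule for leukocytes that is itself a target of inflammatory signals, had 3.78 ± 0.64 CPM against 1 count, a ratio of 110 with a counting interval of 19.4 to 4370. Cytoplasmic DNA sensing gave no call (2 higher and 3 lower of 10, also adjusted over the list alone, adjusted p = 0.837). Its sensor gene Cgas rose by 1.87 (adjusted p = 2.03e-06), while Aim2 had 0 counts in LBDKO and was at least 25.5-fold lower (adjusted p = 0.00013).

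Most lipid and adhesion genes tested fell. Sterol synthesis and SREBP targets had 0 of 30 genes higher and 27 lower, or 1 and 27 adjusted over the list alone, at a median of -1.05 (camera adjusted p = 1.2e-12, adjusted p = 0.258 with an estimated correlation). Ldlr, the receptor for low-density lipoprotein, fell from 348 ± 52.4 to 66.6 ± 10.8 CPM, Insig1, which holds SREBP in the endoplasmic reticulum, fell by 2.03, and Scd2 fell by 1.59. Integrins and focal adhesion had 23 of 37 genes lower and 8 higher, also adjusted over the list alone, at a median of -0.82 (camera adjusted p = 0.00209, adjusted p = 0.192 with an estimated correlation). Cavin2, a coat protein of caveolae, fell from 1195 ± 77 to 7.95 ± 1.91 CPM (adjusted p = 8.81e-11), and the laminin receptor subunit Itga6 fell by 5.67. Pan-fibroblast markers had 5 of 17 higher and 6 lower, or 5 and 7 adjusted over the list alone. Their median was 0.12, or -0.20 at the bounds, their mean -0.32, and the test pointed down (camera adjusted p = 0.0138, adjusted p = 0.258 with an estimated correlation, 0.224 without LmnaKO replicate 1, 0.166 without LmnaKO replicate 2 and 0.0792 without a batch term). Their per-library medians were -0.33, 0.385 and -0.457 in WT and -0.403, -0.455 and -0.414 in LBDKO, so only WT replicate 3 stood apart. Vim, the intermediate filament of mesenchymal cells, fell from 6746 ± 577 to 899 ± 44.4 CPM, and the calcium-binding S100a4 fell by 3.29. Fibrillar collagens and matrix had 25 of 42 genes higher and 10 lower, or 26 and 11 adjusted over the list alone, at a median of 0.76 (camera adjusted p = 0.0061, adjusted p = 0.86 with an estimated correlation). Fn1, which encodes fibronectin, rose from 2613 ± 243 to 6387 ± 157 CPM and the collagen cross-linking enzyme Loxl2 rose by 7.22. The gelatinase Mmp2 rose by 5.86, although matrix proteases and inhibitors as a group did not pass (12 higher and 10 lower of 31, or 13 and 11 adjusted over the list alone, adjusted p = 0.0922). Syne1 fell by 3.70 on the log2 scale.

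Glycolysis again had 16 of 23 genes lower and 5 higher, also adjusted over the list alone, with a median of -0.998 but a mean of 0.12 and a test direction of down (camera adjusted p = 0.00222, adjusted p = 0.319 with an estimated correlation). Pkm fell from 3729 ± 379 to 952 ± 40.5 CPM, while Ldhb rose by 6.41 and the lactate exporter Slc16a3 by 6.14. Lysosome and autophagy genes had 18 of 34 lower and 4 higher, or 19 and 4 adjusted over the list alone, at a median of -0.42 (camera adjusted p = 0.0174, adjusted p = 0.9 with an estimated correlation). Their per-library medians were 0.244, -0.232 and 0.234 in WT and -0.234, -0.229 and -0.516 in LBDKO, with WT replicate 3 at the LBDKO level. The lysosomal protease Ctsd fell by 1.75. Unfolded protein response genes had 16 of 28 lower and 1 higher, or 17 and 1 adjusted over the list alone, at a median of -0.49 (camera adjusted p = 0.0173, adjusted p = 0.86 with an estimated correlation), and the disulfide isomerase Pdia3 fell by 1.11. Medians of this list were 0.376, -0.165 and 0.331 in WT, with replicate 3 apart, and -0.251, -0.192 and -0.283 in LBDKO. Oxidative phosphorylation did not pass (21 higher and 13 lower of 80, or 19 and 12 adjusted over the list alone, adjusted p = 0.719). The proliferation gene Ccnd1 fell from 783 ± 51.4 to 62.3 ± 15 CPM and Hmga2 from 1444 ± 57.2 to 80.9 ± 15.3 CPM. Without WT replicate 2, adjusted p rose to 0.501 for the unfolded protein response and 0.094 for lysosome and autophagy. Without a batch term these values were 0.0792 and 0.0955. Leaving out WT replicate 2 also raised adjusted p to 1 for Zic1 and 0.0867 for Gbp6, with fitted log2 changes of 9.56 and 7.28 there.

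Hox genes in LBDKO had 22 of 33 higher and 10 lower, also adjusted over the list alone, with a median of 4.65, or 4.11 at the bounds (camera adjusted p = 3.58e-08, adjusted p = 0.098 with an estimated correlation). All 9 tested genes of the Hoxb cluster and all 6 of the Hoxc cluster rose, whereas 6 of 7 in the Hoxd cluster fell. In LmnaKO against WT the same clusters had 8 of 9, 6 of 6 and 2 of 7 genes higher. Wnt signalling had 23 of 43 genes higher and 11 lower, or 24 and 11 adjusted over the list alone, at a median of 1.13 (camera adjusted p = 0.0174, adjusted p = 0.86 with an estimated correlation, 0.0604 without WT replicate 3, 0.0682 without LmnaKO replicate 3 and 0.0515 in batch 2 alone). Wnt4 had 8.27 ± 1.25 CPM against 3 counts, a ratio of 77 with a counting interval of 26.1 to 375, while Dkk2 fell by 9.03. Germline genes had 6 of 13 higher and 0 lower, also adjusted over the list alone, at a median of 1.47 (camera adjusted p = 0.0075, adjusted p = 0.319 with an estimated correlation). Medians of this list were -0.734, -0.755 and 0.267 in WT and 0.338, 0.708 and 0.347 in LBDKO, with WT replicate 4 near the LBDKO level. The meiotic cohesin gene Stag3 rose from 0.963 ± 0.763 to 123 ± 1.89 CPM (adjusted p = 1.33e-09), and Syce2, of the synaptonemal complex, rose by 6.45. Histone genes, whose near-identical copies share reads, had 37 of 73 higher and 2 lower, also adjusted over the list alone, at a median of 0.38 (camera adjusted p = 0.0075, adjusted p = 0.9 with an estimated correlation). The linker histone gene H1f1 rose by 2.09. Imprinted genes had 13 of 26 higher and 5 lower, or 13 and 7 adjusted over the list alone, at a median of 0.90 (camera adjusted p = 0.0174, adjusted p = 0.258 with an estimated correlation, 0.0892 without WT replicate 2, 0.0592 without WT replicate 3 and 0.0682 without LmnaKO replicate 3). Their per-library medians were -0.556, -0.656 and 0.031 in WT and -0.063, -0.206 and 0.047 in LBDKO, with WT replicate 4 at the LBDKO level. Peg10, a gene derived from a retrotransposon and needed in placenta, rose from 28.6 ± 5.43 to 782 ± 218 CPM. Dlk1 had 83.8 ± 4.4 CPM against 3 counts, a ratio of 789 with a counting interval of 270 to 3830.

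**Figure D2:**
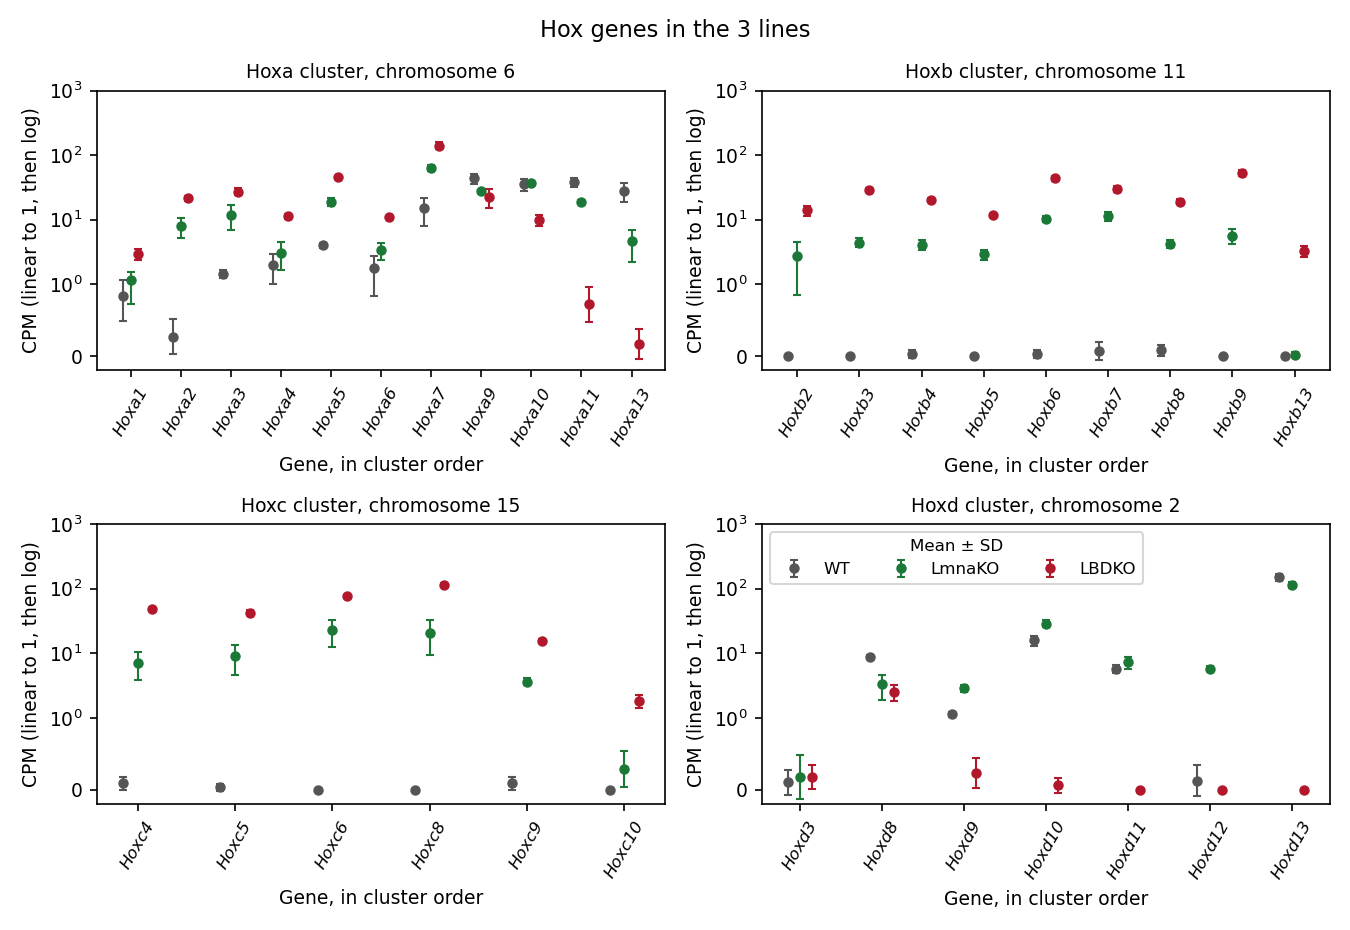
Mean CPM ± SD (n = 3) of the tested Hox genes in each line, by cluster, on an axis that is linear up to 1 and logarithmic above. WT lay near 0 over the Hoxb and Hoxc clusters, and LBDKO had 0 counts of Hoxd13 against 149 CPM in WT and 115 CPM in LmnaKO.

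Both knockout lines were then compared through their calls against WT, to ask how far the loss of either lamin type reaches the same genes. Of the genes named above in both comparisons, Cxcl12, Dlk1, Hoxc8 and Ldhb were higher in both lines, and Lmna, Igsf11, Dkk2, Syne1, Ccnd1, Hmga2 and Pkm were lower. Hoxd13 was lower in both as well, but its small fall in LmnaKO missed the threshold in some settings. Scd2 rose in LmnaKO and fell in LBDKO, and Lmnb1 and Lmnb2 were called lower in LBDKO only. Both comparisons rest on the same WT libraries, so part of any overlap comes from those shared controls. There were 1919 genes higher and 2179 lower in both lines, 4098 in all, or 91.3% of the genes called in both, and 392 moved in opposite directions. Independent calls would give 756 and 818. Across genes the fold changes correlated at r = 0.712, against a mean of 0.725 and a highest of 0.749 in 20 simulations of unchanged lines measured against the same WT libraries. Over the 12036 genes at 1 CPM or more it was 0.724, against a mean of 0.665 and a highest of 0.699. The share of genes with the same sign was 73.2%, against a mean of 72% and a highest of 72.8%. The covariance, which grows with the size of the changes, was 2.33 against 0.18. The simulated lines had almost no calls, so the share of common calls due to common controls was not measured. Without WT replicate 2, 2590 genes were called in the same direction.

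The knockout lines were compared directly to ask which genes depend on the type of lamin lost. Most contractile genes and fibroblast markers tested were lower in LBDKO than in LmnaKO, while matrix genes moved both ways. Most interferon and antigen-presentation genes were higher. Most genes of cholesterol synthesis were lower in LBDKO.

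Lmna was higher in LBDKO, at 813 ± 42.3 against 124 ± 24.4 CPM (log2 2.58 ± 0.072, SE, adjusted p = 6.75e-10). Lmnb1 was lower by a log2 change of -9.18 (adjusted p = 1.83e-11) and Lmnb2 by -0.91 (adjusted p = 5.02e-06). Of 14486 genes, 6944 (47.9%) differed, 3339 higher and 3605 lower in LBDKO, and 366 higher and 351 lower passed the fold threshold, 717 in all. The lines did not overlap for 53.5% of genes, where chance gives 10%.

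Genes near the top of the ranking included Zic1 (132 ± 18.3 against 0.109 ± 0.0992 CPM, log2 9.57) and Alpl, the bone-type alkaline phosphatase, with 29.8 ± 5.27 CPM against 1 count, a ratio of 1080 with a counting interval of 194 to 42900. Cp, the copper oxidase ceruloplasmin, stood at 197 ± 3.65 against 1.35 ± 0.275 CPM (adjusted p = 1.83e-11). Steap4, a metalloreductase, was higher by 7.45 on the log2 scale and Ehd3, of endosome recycling, by 7.72. Hoxd13 and Ddx3y had 0 counts in LBDKO and were at least 1420-fold and 1020-fold lower. Tll1, a protease that matures collagen and activates BMP, was at least 370-fold lower. Efemp1, which encodes the elastic-fibre protein fibulin-3, had 1 count against 54.3 ± 5.11 CPM, a ratio of 1990 with a counting interval of 357 to 78700. Sim2, a transcription factor of the bHLH-PAS family, was lower by a log2 change of -9.66 (adjusted p = 2.92e-09).

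Sterol synthesis and SREBP targets had 29 of 30 genes lower in LBDKO and 0 higher, also adjusted over the list alone, at a median of -1.67 (camera adjusted p = 3.89e-38, adjusted p = 0.242 with an estimated correlation). Per library, the list median relative to the mean of all libraries was 0.81, 0.86 and 0.51 in LmnaKO, 0.16, 0.30 and 0.16 in WT, and -0.91, -0.95 and -0.75 in LBDKO. Scd2 stood at 420 ± 42.6 against 2320 ± 144 CPM (log2 -2.47), Fdps, which makes farnesyl diphosphate, was lower at -2.53, and Ldlr at -2.47. Interferon-stimulated genes had 41 of 47 higher and 1 lower, also adjusted over the list alone, at a median of 2.45 (camera adjusted p = 7.7e-11, adjusted p = 0.531 with an estimated correlation). The immunoproteasome gene Psmb8 was higher by 6.71 and the interferon signal transducer Stat1 by 1.28 (adjusted p = 0.000774). MHC class I presentation had 15 of 17 higher and 0 lower by either adjustment, at a median of 1.43 (camera adjusted p = 2.96e-08, adjusted p = 0.472 with an estimated correlation). The class I heavy chain gene H2-K1 was higher by 2.97, again with reads shared between near-identical genes. Inflammatory cytokines and chemokines had 18 of 31 higher and 3 lower, or 19 and 3 adjusted over the list alone, at a median of 1.80 (camera adjusted p = 5.16e-07, adjusted p = 0.364 with an estimated correlation). Immediate early and stress genes had 14 of 24 higher and 5 lower, or 14 and 6 adjusted over the list alone, at a median of 0.92 (camera adjusted p = 0.0145, adjusted p = 0.759 with an estimated correlation, adjusted p = 0.0927 with fry). Their per-library medians were 0.764, 0.651 and 0.06 in LBDKO, with replicate 3 apart, and -0.209, -0.234 and -0.489 in LmnaKO. The small heat shock protein gene Hspb1 was higher by 3.73.

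**Figure D3:**
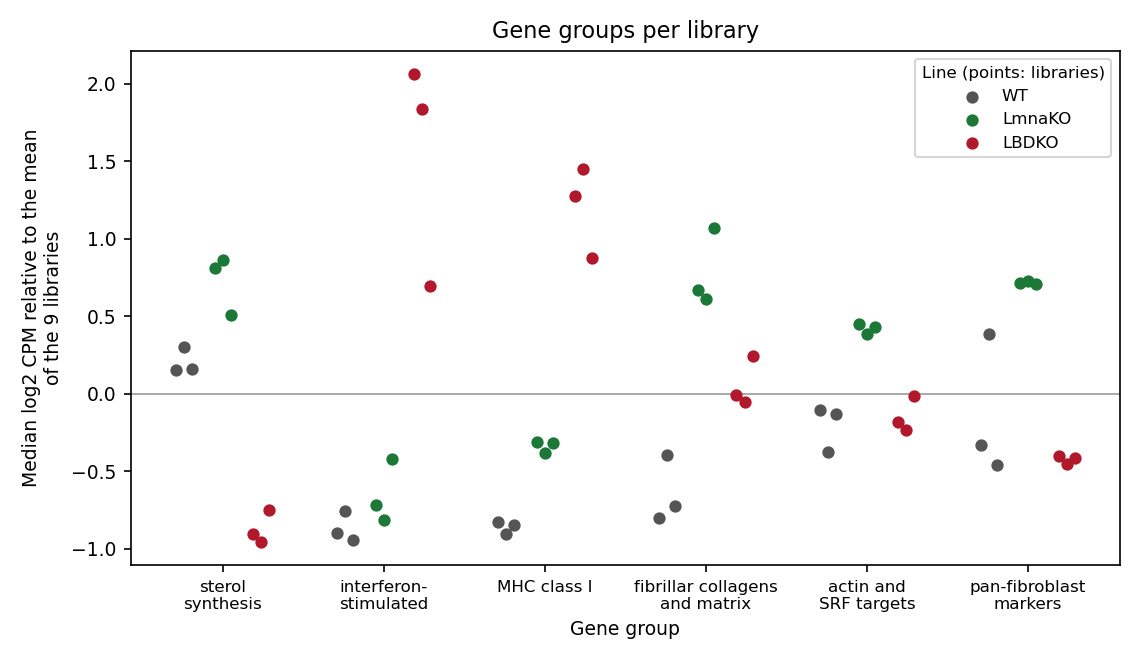
Median log2 CPM of 6 gene groups in each library, relative to the mean of the 9 libraries. Sterol synthesis genes lay at 0.51 to 0.86 in LmnaKO and at -0.95 to -0.75 in LBDKO, and interferon-stimulated genes at 0.70 to 2.06 in LBDKO.

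Many fibroblast structure genes were lower in LBDKO. Actin cytoskeleton and SRF targets had 29 of 37 lower and 6 higher by either adjustment, at a median of -0.67 (camera adjusted p = 1.02e-07, adjusted p = 0.472 with an estimated correlation). Acta2, smooth muscle actin, stood at 35.6 ± 17.2 against 786 ± 128 CPM, and the LIM-domain gene Fhl1 was lower at -4.09. In LBDKO against WT this list gave no call (17 higher and 12 lower of 37 by either adjustment, adjusted p = 0.988). Integrins and focal adhesion had 24 of 37 lower and 5 higher by either adjustment, at a median of -0.62 (camera adjusted p = 5.16e-07, adjusted p = 0.144 with an estimated correlation). Itga11 was lower at -4.73 and Cavin2 at -5.44. YAP and TAZ targets had 14 of 24 lower and 5 higher by either adjustment, at a median of -0.40 (camera adjusted p = 0.0029, adjusted p = 0.242 with an estimated correlation), with the coagulation factor gene F3 at -2.63. Fibrillar collagens and matrix had 22 of 42 lower and 10 higher, or 22 and 11 adjusted over the list alone, at a median of -0.40 (camera adjusted p = 4.52e-06, adjusted p = 0.471 with an estimated correlation). The type VI collagen chain Col6a3 was lower at -3.15. Postn, the matrix protein periostin, was lower at -6.34, but its LmnaKO level of 360 ± 469 CPM varied by more than its mean. The metalloprotease inhibitor Timp3 stood at 162 ± 20.1 against 1537 ± 94.8 CPM. TGF-beta and BMP signalling had 18 of 39 lower and 8 higher by either adjustment, at a median of -0.39 (camera adjusted p = 0.0172, adjusted p = 0.359 with an estimated correlation). Ltbp1, which stores latent TGF-beta in the matrix, was lower at -2.14. Pan-fibroblast markers had 13 of 17 lower and 2 higher by either adjustment, at a median of -1.04 (camera adjusted p = 5.93e-10, adjusted p = 0.216 with an estimated correlation). Thy1 had 0 counts in LBDKO and was at least 89.8-fold lower.

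Further groups gave mixed results. Heterochromatin machinery (camera adjusted p = 0.635), the nuclear pore complex (0.767), oxidative phosphorylation (0.417) and glycolysis (0.792) did not pass. Histone genes had 54 of 73 higher and 6 lower, or 56 and 7 adjusted over the list alone, at a median of 0.51 (camera adjusted p = 9.66e-07, adjusted p = 0.531 with an estimated correlation). The Polycomb group did not pass (13 higher and 5 lower of 30, or 15 and 5 adjusted over the list alone, adjusted p = 0.0853). Its methyltransferase gene Ezh2 was higher by 0.86 and its accessory gene Phf19 by 1.67. Hox genes had 22 of 33 higher and 8 lower by either adjustment, with a median of 1.57 but a mean of -0.12 and a test direction of up (camera adjusted p = 0.000747, adjusted p = 0.498 with an estimated correlation). Clustered protocadherins, neuronal adhesion genes, had 17 of 47 lower and 2 higher by either adjustment, at a median of -1.03 (camera adjusted p = 0.0029, adjusted p = 0.472 with an estimated correlation), with Pcdhb16 at -3.13. Lysosome and autophagy genes had 25 of 34 lower and 1 higher by either adjustment, at a median of -0.62 (camera adjusted p = 3.23e-05, adjusted p = 0.498 with an estimated correlation), with Ctsd at -1.54. Unfolded protein response genes had 17 of 28 lower and 1 higher by either adjustment, at a median of -0.34 (camera adjusted p = 0.00383, adjusted p = 0.531 with an estimated correlation), with the chaperone gene Canx at -0.89. Cytosolic ribosomal proteins had 30 of 77 lower and 6 higher, or 29 and 6 adjusted over the list alone, at a median of -0.15 (camera adjusted p = 0.0428, adjusted p = 0.868 with an estimated correlation), with Rps3a1 at -0.998. Olfactory and vomeronasal receptors, whose close copies share reads, had 22 of 238 lower and 0 higher, or 1 and 0 adjusted over the list alone, at a median of -1.32 (camera adjusted p = 0.0493, adjusted p = 0.868 with an estimated correlation, adjusted p = 0.125 with fry). Their per-library medians were 0.311, 0.363 and -0.815 in LBDKO and 0.755, 0.877 and -0.815 in LmnaKO, so that replicate 3 stood apart in both lines, as in WT (-0.838). Receptors with 0 counts, such as Olfr1101 in these replicate 3 libraries, sit at a floor, so the equal medians do not show a lack of difference. Ribosomal proteins missed the threshold without WT replicate 4 (adjusted p = 0.0574), LmnaKO replicate 1 (0.0635) or 2 (0.0577) or LBDKO replicate 1 (0.0581) or 2 (0.0564). Receptors missed it without WT replicate 2 (0.102), 3 (0.11) or 4 (0.0838), LmnaKO replicate 3 (0.113) or LBDKO replicate 3 (0.171).

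Changes were also summed by chromosome, because lamina-bound chromatin spans long stretches and the study examined the X chromosome in LmnaKO cells. Per the paper, the X chromosome of those cells lost heterochromatin extensively, as read from chromatin solubility rather than RNA. The X chromosome was not called in LmnaKO against WT, with 121 higher and 65 lower of 476 genes and a median log2 change of 0.14 (adjusted p = 0.407). In LBDKO the X chromosome was lower than in WT, with 60 higher and 189 lower of 476 genes and a median of -0.34 (adjusted p = 0.00747), and lower than in LmnaKO (median -0.45, adjusted p = 2.87e-07). LmnaKO had 9 of 21 chromosomes called against WT. The deepest fall was on chromosome 14, with 28 higher and 278 lower of 505 genes at a median of -0.54 (adjusted p = 9.48e-11, adjusted p = 0.126 with an estimated correlation). Chromosome 17 had 282 higher and 35 lower of 706 genes at a median of 0.39 (adjusted p = 0.000113) and was the only call of the 3 comparisons to hold with an estimated correlation (adjusted p = 0.0372). In LBDKO 11 chromosomes were called against WT, led by chromosome 15 with 295 higher and 53 lower of 592 genes at a median of 0.48 (adjusted p = 1.87e-05, adjusted p = 0.0763 with an estimated correlation). Between the knockout lines 10 chromosomes were called, with chromosome 10 at a median of -0.44 (adjusted p = 2.87e-07) and chromosome 16 at -0.41 (adjusted p = 9.58e-07). Calls of chromosomes 10, 11 and 13 in LmnaKO against WT (adjusted p = 0.048 each) ended without LmnaKO replicate 1 or 2 or LBDKO replicate 2 or 3, with the highest values for 10 and 13 without WT replicate 2 (0.0946 each) and for 11 without LmnaKO replicate 3 (0.0709) or WT replicate 3 (0.0679). In LBDKO against WT the call of chromosome 2 ended without WT replicate 2 (adjusted p = 0.0683) and that of chromosome 3 without WT replicate 3 (0.0593), LmnaKO replicate 3 (0.0595) or LBDKO replicate 3 (0.062).

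**Figure D4:**
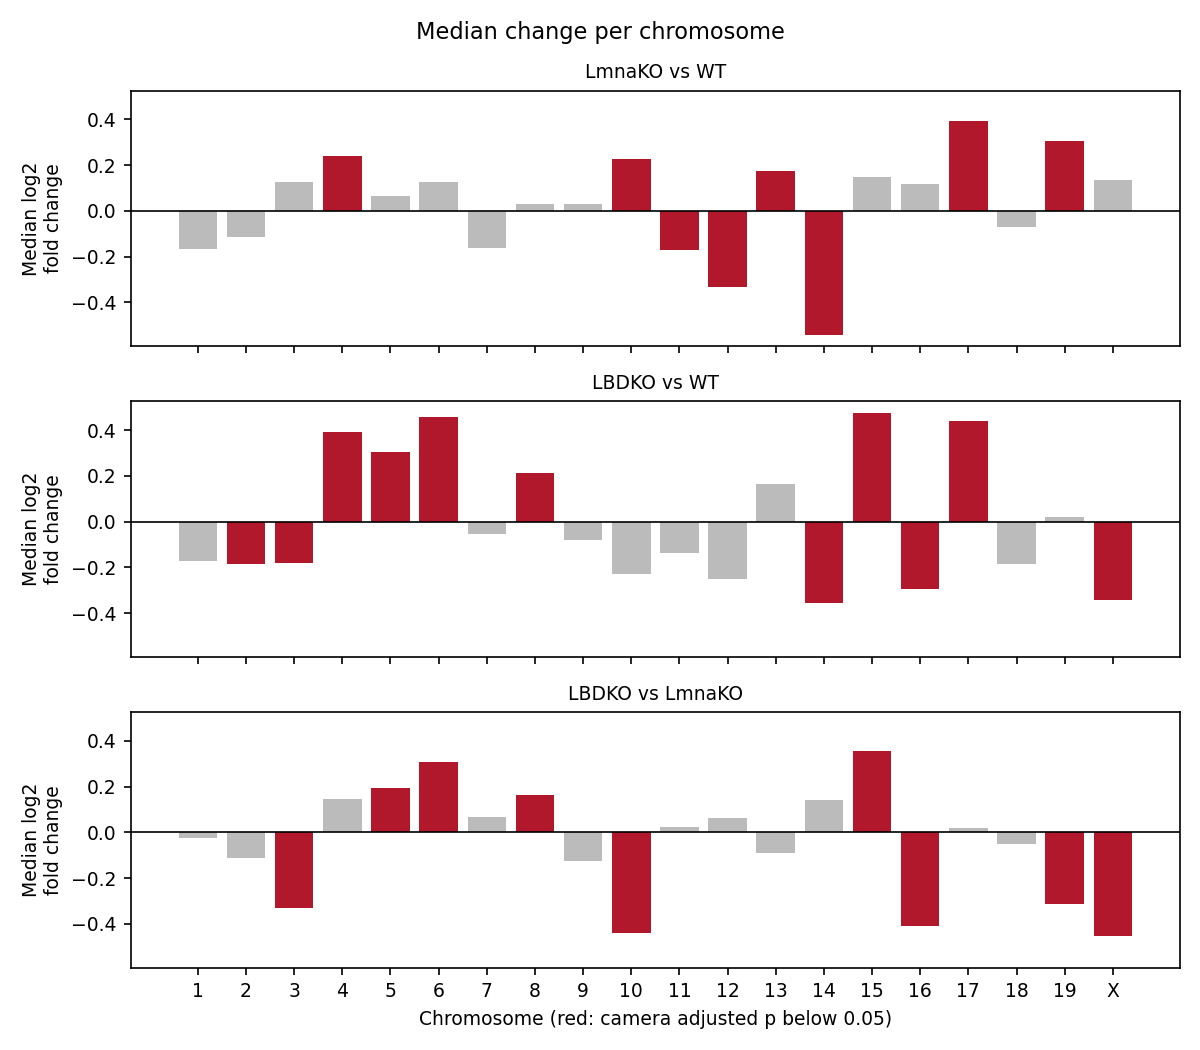
Median log2 fold change of the genes of each autosome and X in the 3 comparisons, as bars from 0, red where the camera adjusted p was below 0.05. Chromosome 14 had the deepest median in LmnaKO against WT (-0.54), and chromosome 15 the highest in LBDKO against WT (0.48).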

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

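The tests of this part were planned. Each result here drew attention because the tests against WT pointed opposite ways in the knockout lines and the direct difference between them passed its test. After opposite calls against the same WT libraries the direct difference was likely to pass, so it is not independent support. Sterol synthesis and SREBP targets were above WT in LmnaKO and below it in LBDKO, with a camera adjusted p of 3.89e-38 for the direct difference. With an estimated correlation the adjusted p was 0.242 for it, 0.852 for LmnaKO against WT and 0.258 for LBDKO against WT, and the call in LmnaKO also ended without WT replicate 2 (0.0631). Pan-fibroblast markers tested up in LmnaKO and down in LBDKO, where their median was 0.12, their mean -0.32 and WT replicates 2 and 4 lay at the LBDKO level, with a camera adjusted p of 5.93e-10 for the direct difference. With an estimated correlation the adjusted p was 0.216 for it, 0.275 for LmnaKO against WT and 0.258 for LBDKO against WT. The call in LBDKO also ended without LmnaKO replicate 1 (0.224) or 2 (0.166) and without a batch term (0.0792), and that in LmnaKO without a batch term (0.0661).

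Among single genes, log2 changes below are LBDKO against LmnaKO from edgeR. The sterol and lipid genes Scd2, Fdps and Dhcr24 were higher than WT in LmnaKO, lower in LBDKO, and differed directly by -2.47, -2.53 and -2.12. Postn and Fhl1, of matrix and the contractile apparatus, differed by -6.34 and -4.09 in the same sense, although the LmnaKO and WT libraries overlapped for Postn. Efemp1 (-10.41) and Tll1 (-11.24), which act in elastic and collagen matrix, did so too, with 1 and 0 counts in LBDKO. The transcription factor gene Sim2 differed by -9.66 and the adhesion gene Pcdhb16 by -3.13. Aim2, a sensor of cytoplasmic DNA, had 0 counts in LBDKO and a fitted difference of -8.80. Cp and Ehd3 went the other way, below WT in LmnaKO and above it in LBDKO, and differed by 7.17 and 7.72.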

How the results depend on the processing

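Directions and calls were compared between the fit reported above and the alternatives, all of them planned. Of 127 values of named genes, each under up to 19 settings, 2404 of 2413 kept their direction and side of the threshold. Lmnb1 and Lmnb2 in LmnaKO against WT, called in neither case, turned to -0.005 and -0.086 without WT replicate 2 and stood at 0.25 and 0.10 without WT replicate 3 (edgeR adjusted p = 1 and 0.728 in the first case). Hoxd13 in LmnaKO against WT missed the threshold without WT replicate 3 (adjusted p = 0.106) or LmnaKO replicate 3 (0.0892), in batch 2 alone (0.0994) and on TPM with 1 or 0.1 added (0.0646 and 0.116). Across all alternatives other than leaving out a library, called genes ranged from 4808 to 6179 for LmnaKO against WT, 6342 to 7559 for LBDKO against WT, and 5676 to 7272 for LBDKO against LmnaKO. Lmna stayed at -4.58 to -4.47 in LmnaKO, and Lmnb1 at -9.06 to -7.36 and Lmnb2 at -0.87 to -0.63 in LBDKO.

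Leaving out WT replicate 2 lowered the counts of called genes to 3862 in LmnaKO and 4733 in LBDKO against WT, and those in the same direction in both to 2590. The highest counts were 6690 without LBDKO replicate 3, 7453 without LmnaKO replicate 3, and 4321 without LBDKO replicate 3. WT replicate 2 is the only WT library in batch 2, so fewer libraries bear on those contrasts. Genes past the fold threshold fell to 231, 451 and 164 in LmnaKO against WT, LBDKO against WT and LBDKO against LmnaKO with limma on log2 TPM with 1 added, which shrinks the folds of weakly expressed genes. The median over all genes with this setting was 0.13 in LBDKO against WT, and 0.17 with 0.1 added, against 0.02 in the fit of counts. LmnaKO against WT had 0.12 with 0.1 added, against 0.04.

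Gene lists depended most on the correlation between genes. With an estimated correlation 0 lists were called in each contrast, while 6, 6 and 5 had an unadjusted p under 0.05 in this camera test. Fry, which asks whether a list changed at all rather than more than other genes, called 22, 26 and 26. Chromosome calls numbered 1, 0 and 0 with an estimated correlation, with 5, 6 and 7 at an unadjusted p under 0.05 in this camera test, and 17, 20 and 17 with fry. Chromosome calls in LmnaKO against WT fell to 5 without LmnaKO replicate 1 or 2, where chromosomes 10, 11 and 13 lost their call and only 20 of the 21 chromosomes were tested, and were 9 without WT replicate 4. In LmnaKO against WT, matrix proteases and inhibitors missed the threshold without WT replicate 3 (adjusted p = 0.0773) or LmnaKO replicate 3 (0.0872). In LBDKO against WT, imprinted genes missed it without WT replicate 2 (0.0892), WT replicate 3 (0.0592) or LmnaKO replicate 3 (0.0682), Wnt signalling without WT replicate 3 (0.0604) or LmnaKO replicate 3 (0.0682), and pan-fibroblast markers without LmnaKO replicate 1 (0.224) or 2 (0.166). Without a batch term, 10 list calls ended. Adjusted p rose to 0.0992 for inflammatory genes and 0.0661 for pan-fibroblast markers in LmnaKO against WT. In LBDKO against WT it rose to 0.0792 for fibrillar collagens and matrix, the unfolded protein response and pan-fibroblast markers, 0.0735 for glycolysis and 0.0955 for lysosome and autophagy. Between the knockout lines it rose to 0.235 for olfactory receptors, 0.105 for the unfolded protein response and 0.0714 for ribosomal proteins. The cause was not tested. The replicate number as a block ended 9 list calls. In LmnaKO against WT these were matrix proteases (adjusted p = 0.085), inflammatory genes (0.0813), mesenchymal transcription factors (0.0819) and pan-fibroblast markers (0.0732). In LBDKO against WT they were imprinted genes (0.0724), the unfolded protein response (0.0608) and pan-fibroblast markers (0.248), and between the knockout lines olfactory receptors (0.181) and the unfolded protein response (0.0502). Residuals of libraries with the same number correlated across genes at 0.055 to 0.128 between LBDKO and LmnaKO and 0.166 to 0.273 between LmnaKO and WT. Between LBDKO and WT it was -0.042 to 0.073, so the numbers were not taken to pair the libraries. Replicate 3 libraries correlated with each other at 0.073 to 0.273 and with libraries of other numbers at -0.226 to 0.04, so a factor shared by replicate 3 remains possible. LBDKO replicate 3 lies in batch 2, where the batch term does not remove such a factor. Hox genes, immediate early and stress genes and olfactory receptors between the knockout lines missed the threshold with fry (adjusted p = 0.0732, 0.0927 and 0.125). WT replicate 3, at 4.29 counts per CPM, had the lowest depth, and a gene below 1 CPM rested on few counts there.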

Other observations

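Tests of reads shared with X-linked partners, of mislabelled libraries, of the Hox genes and of weakly expressed genes in this part were chosen after the result was seen. Gvin1, of a family of large GTPases induced by interferon, had 98.9 ± 41.9 CPM in WT and 36 ± 14.5 CPM in LmnaKO (n = 3 each). It had 0 counts in all 3 LBDKO libraries, in which 41 of 47 interferon-stimulated genes were higher than in WT.

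Groups near the threshold gave further values. Germline genes in LmnaKO against WT had 4 of 13 higher and 0 lower (camera adjusted p = 0.199), and clustered protocadherins 17 of 47 higher and 4 lower (camera adjusted p = 0.0833). Between the knockout lines, mesenchymal transcription factors had 17 of 52 higher in LBDKO and 26 lower (camera adjusted p = 0.0532), and DNA repair genes 17 of 37 higher and 4 lower (camera adjusted p = 0.0592). Cytosolic ribosomal proteins in LBDKO against WT had 10 of 77 higher and 37 lower (camera adjusted p = 0.133).

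Y-linked genes were counted in LmnaKO libraries, with Ddx3y at 83.2, 81.3 and 99.4 CPM, and at or near 0 elsewhere. Reads shared with X-linked partners are argued against, since the highest median ratio of Y to X partner in the other lines was 0% of the lowest in LmnaKO. Mislabelled LmnaKO libraries are argued against by Lmna, whose highest level there was 18% of the lowest in the other lines. An XY LmnaKO line beside XX lines remains open. The 12 escape genes had a median log2 change of -0.17 in LmnaKO against WT (interval -0.6 to -0.04, camera adjusted p = 0.577). For LBDKO against LmnaKO it was -0.008 (interval -0.64 to 0.17, camera adjusted p = 0.147). A median of 0 or less was set beforehand to count against an XX LBDKO line, but the interval spans 0. In LBDKO against WT 0 escape genes were higher and 8 of 12 lower, at a median of -0.58 (camera adjusted p = 0.0922). Loss of the Y chromosome from WT and LBDKO cells may also leave Y-linked counts in LmnaKO alone and was not tested.

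Hox genes differed between the lines. If loss of lamins released silenced Hox genes, called ones would be higher than in WT, and 20% of them in LmnaKO and 31.2% in LBDKO were lower. Genes already expressed in WT, such as Hoxd13 at 149 CPM, say nothing of silenced ones, so release remains open in both lines. Neighbours in a cluster were compared by the sign of their fitted log2 change, called or not, and 8 of 33 genes were not called in LmnaKO. Of 29 pairs, 82.8% had the same sign in LmnaKO (shuffled 58.6% to 79.3%, permutation p = 0.025). In LBDKO 96.6% did (shuffled 37.9% to 69%, permutation p = 1e-04, the smallest possible here). Lines taken from different parts of the embryo could show such blocks, and with 1 line per genotype origin and genotype stay confounded.

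Medians of called chromosomes shifted by 0.14 to 0.58 on the log2 scale over the 28 calls other than those of chromosome Y, which was left out of these tests. Only 1 of these calls, chromosome 17 in LmnaKO against WT, held with an estimated correlation. Of 347 windows of 10 Mb on the called chromosomes, 329 (94.8%) lay on the side of their chromosome, as copy number differences between lines may give. A diffuse shift would also pass this test, and DNA copy number was not analysed here. Among the most abundant genes 100% of the calls kept at least 0.5 of the shift, so the shifts were not confined to weakly expressed genes. Shifts of the least abundant genes were larger than these in some calls and smaller in others. The test ran only on chromosomes called in the same data, which favours such an outcome, so release of weakly expressed genes as a part of the shifts remains open. Shifts were also present within the flow cell of batch 2, where 100% of the calls kept sign and at least 0.5 of the shift. For the contrasts against WT this rests on WT replicate 2, the only WT library there. LBDKO lies wholly in batch 2, so between the knockout lines nearly the same libraries were used again. The calls came from a fit with a batch term that already rested in part on these libraries. The test of flow cell batch is therefore weak for all contrasts. Drift in culture and genotype remain open.

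Other splits of each pair of groups were fitted by edgeR without a batch term. The real split called 5223 genes in LmnaKO against WT, 7640 in LBDKO against WT and 6261 between the knockout lines, and the highest other split called 0 in each. At an unadjusted p under 0.05 in this edgeR fit the highest other splits had 390 of 13598, 215 of 13482 and 429 of 13955 genes, against 6409, 8280 and 7239 for the real splits. In each case 1 of 10 splits, the real one, reached its count, and 10 splits are too few for a share under 0.05.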
